# T-cell infiltration in the central nervous system and their association with brain calcification in *Slc20a2*-deficient mice

**DOI:** 10.3389/fnmol.2023.1073723

**Published:** 2023-01-20

**Authors:** Yi Zhang, Yaqiong Ren, Yueni Zhang, Ying Li, Chao Xu, Ziyue Peng, Ying Jia, Shupei Qiao, Zitong Zhang, Lei Shi

**Keywords:** brain calcification, *Slc20a2*, T-cell, blood–brain barrier, permeability, transcytosis, FTY720

## Abstract

Primary familial brain calcification (PFBC) is a rare neurodegenerative and neuropsychiatric disorder characterized by bilateral symmetric intracranial calcification along the microvessels or inside neuronal cells in the basal ganglia, thalamus, and cerebellum. *Slc20a2* homozygous (HO) knockout mice are the most commonly used model to simulate the brain calcification phenotype observed in human patients. However, the cellular and molecular mechanisms related to brain calcification, particularly at the early stage much prior to the emergence of brain calcification, remain largely unknown. In this study, we quantified the central nervous system (CNS)-infiltrating T-cells of different age groups of *Slc20a2*-HO and matched wild type mice and found CD45^+^CD3^+^ T-cells to be significantly increased in the brain parenchyma, even in the pre-calcification stage of 1-month-old -HO mice. The accumulation of the CD3^+^ T-cells appeared to be associated with the severity of brain calcification. Further immunophenotyping revealed that the two main subtypes that had increased in the brain were CD3^+^ CD4^−^ CD8^–^ and CD3^+^ CD4^+^ T-cells. The expression of endothelial cell (EC) adhesion molecules increased, while that of tight and adherents junction proteins decreased, providing the molecular precondition for T-cell recruitment to ECs and paracellular migration into the brain. The fusion of lymphocytes and EC membranes and transcellular migration of CD3-related gold particles were captured, suggesting enhancement of transcytosis in the brain ECs. Exogenous fluorescent tracers and endogenous IgG and albumin leakage also revealed an impairment of transcellular pathway in the ECs. FTY720 significantly alleviated brain calcification, probably by reducing T-cell infiltration, modulating neuroinflammation and ossification process, and enhancing the autophagy and phagocytosis of CNS-resident immune cells. This study clearly demonstrated CNS-infiltrating T-cells to be associated with the progression of brain calcification. Impairment of blood–brain barrier (BBB) permeability, which was closely related to T-cell invasion into the CNS, could be explained by the BBB alterations of an increase in the paracellular and transcellular pathways of brain ECs. FTY720 was found to be a potential drug to protect patients from PFBC-related lesions in the future.

## Introduction

Primary familial brain calcification (PFBC; OMIM#213600), also known as Fahr’s disease, is a rare neurodegenerative disorder characterized by bilateral and symmetric calcification along the microvessels or inside neuronal cells in the basal ganglia, thalamus, and cerebellum. This disease is accompanied by multiple neurological manifestations such as movement disorders, cognitive impairment, and psychiatric signs, which commence after the age of 40 years (Tadic et al., 2015; Grangeon et al., 2019; Xu et al., 2022). Primary familial brain calcification is caused by the loss-of-function (LOF) variants, either in a dominant or recessive inheritance pattern, in one of seven genes in humans: solute carrier family 20 member 2 (*SLC20A2*; Wang et al., 2012), platelet derived growth factor receptor beta (*PDGFRB*; Nicolas et al., 2013), platelet derived growth factor subunit B (*PDGFB*; Keller et al., 2013), xenotropic and polytropic retrovirus receptor 1 (*XPR1*; Legati et al., 2015), myogenesis regulating glycosidase (putative) (*MYORG*; Yao et al., 2018), junctional adhesion molecule 2 (*JAM2*; Cen et al., 2020; Schottlaender et al., 2020) and cytidine/uridine monophosphate kinase 2 (*CMPK2*; Zhao et al., 2022).

*Slc20a2* encodes a multi-transmembrane type III sodium-dependent phosphate (Pi) cotransporter 2 (Pit-2), which is essential for regulating Pi homeostasis in the cerebrospinal fluid (CSF) and brain parenchyma. Its functional deficiency impedes inward Pi transport into brain endothelial cells (ECs) or smooth muscle cells (SMCs), leading to paracellular Pi accumulation (Wallingford et al., 2017). CSF-Pi levels are significantly elevated in patients with *SLC20A2*-related PFBC (Paucar et al., 2017; Hozumi et al., 2018) and in *Slc20a2* homozygous (HO) knockout mice (Jensen et al., 2016; Wallingford et al., 2017). Excess extracellular Pi is known to cause tissue toxicity (Razzaque, 2011; Hong et al., 2015) and is associated with neuroinflammation (Brown, 2020), so as the accumulation of intracellular Pi (Legati et al., 2015; Zhao et al., 2022). The central nervous system (CNS)-resident immune cells, particularly microglia, macrophages, and astrocytes, are important sources of neuroinflammatory cytokines. Among these, CD45^+^ microglia (Keller et al., 2013), PDPN^+^, LCN2^+^, or C3^+^ neurotoxic reactive astrocytes (Zarb et al., 2019), along with novel calcification-associated microglia (Zarb et al., 2021), are known to significantly increase and cluster around the perivascular spaces of calcified microvessels in PFBC mice.

The blood–brain barrier (BBB) serves as a highly selective, restrictive, and dynamic monolayer barrier for peripheral immune cells and foreign immunogens while also overseeing the CNS immune surveillance and brain homeostasis and maintaining the normal physiological roles of the CNS (Zlokovic, 2008; Abbott et al., 2010). Microvascular ECs, the core components of the BBB, express cell adhesion molecules (CAMs) to restrict peripheral immune cell crawling and adherence and possess specific cell junction proteins to prevent harmful immunogen extravasation and maintain beneficial exchange through paracellular and transcellular pathways under physiological conditions (Wilson et al., 2010; Engelhardt and Ransohoff, 2012; Pulgar, 2018). Maintaining a low rate of endocytosis and transcytosis in the BBB also contributes to normal CNS function. Transcellular pathway could be mediated by clathrin or caveolin-1 (Cav-1) expressed on ECs (Andreone et al., 2017; Ayloo and Gu, 2019). The proto-oncogene tyrosine-protein kinases, Src and Cav-1, participate in the transcytosis process, where Src regulates the formation of endocytic vesicles by phosphorylating Cav-1, the primary structural component of caveolae (Parton et al., 1994; Kim et al., 2009).

Peripheral immune cell infiltration in the CNS has been reported as coinciding with neurological disorders, such as Alzheimer’s disease, multiple sclerosis, and stroke (Ellwardt et al., 2016; Liebner et al., 2018), among which CD4^+^ and CD8^+^ T-cells account for the main subpopulations. FTY720 (Fingolimod) is a sphingosine-1-phosphate receptor modulator, which inhibits egress of lymphocytes from lymph nodes, potentially reducing trafficking of T-cells into the CNS (Mandala et al., 2002; Cohen and Chun, 2011), and was utilized to inhibit the circulation of peripheral T-cells to treat CNS autoimmune diseases such as multiple sclerosis (Chun et al., 2019). In *Pdgfb*^ret/ret^ PFBC mice, CD45^hi^ leukocyte infiltration modified the course of neuroinflammation, and the infiltration and neuroinflammation could be alleviated by FTY720 (Torok et al., 2021). However, in *Slc20a2*-PFBC mice, the cellular and molecular mechanisms related to brain calcification, particularly in a high-Pi microenvironment or areas of microcalcification, remain largely unknown.

## Materials and methods

### Mouse model

*Slc20a2*^tm1a(EUCOMM)Wtsi^ mice were purchased from the European Mouse Mutant Archive (Munich, Germany; Skarnes et al., 2011). The mice were maintained under specific pathogen-free conditions and allowed free access to water and chow under a light–dark cycle of 12 h. Heterozygous *Slc20a2* mice were cross-mated to generate wild-type (WT) and HO mice. Littermates were used in subsequent experiments. All research procedures related to mouse models were scrutinized and approved by the Ethics Committee of the Fourth Affiliated Hospital of Harbin Medical University.

### Immunofluorescence

Brain tissues embedded in optimal cutting temperature media were cut into 5 μm sections and stored at –80°C. Brain sections were fixed with 4% paraformaldehyde (PFA) for 10 min on ice and blocked with blocking buffer [5% normal goat/donkey serum, 1% bovine serum albumin (BSA), 0.3% Triton X-100, and 0.3% glycine in 0.01 M phosphate-buffered saline (PBS)] for at least 1 h at 25°C. The sections were incubated with primary antibodies overnight at 4°C, followed by incubation with secondary antibodies conjugated to Alexa Fluor 488 or 594. Images were obtained using a confocal microscope (C2 confocal system, Nikon, Japan). All the antibodies and immunofluorescence parameters are listed in Supplementary Table S1.

### Leukocyte isolation and flow cytometry

The mice were anesthetized and transcardially perfused with ice-cold Hank’s balanced salt solution (Ca/Mg-free). The brain was immediately isolated and homogenized mechanically through a 100 μm cell strainer, followed by digestion with Liberase (Roche, 5401020001) for 1 h at 37°C. The cell suspension was passed through a 70 μm cell strainer and rinsed with Hank’s balanced salt solution (Ca/Mg-free) containing 10% fetal bovine serum with or without DNase I (Roche, 10104159001). After density gradient centrifugation using 25% Percoll to remove myelin and cell debris, the cell pellet was resuspended in Hank’s balanced salt solution (Ca/Mg-free) containing 10% fetal bovine serum. A single-cell suspension was prepared for flow cytometry with a BD Accuri C6 Plus instrument. All antibodies and additional information for flow cytometric analysis are listed in Supplementary Table S1.

### Micro-computed tomography

Micro-computed tomography (IRIS PET/CT imaging system, Inviscan, France) was applied to show the distribution of calcifications in the brains of the mice. Mice were deeply anesthetized with isoflurane for approximately 5 min before the experiment. They were then placed on the imaging stage under anesthesia with isoflurane gas during the entire imaging process. A total of 1,945 coronal plane images were obtained from each mouse. Approximately 70 images showed calcification in the hypothalamus and midbrain of the brains of 12-month-old *Slc20a2*-HO mice.

### Brain microvessel isolation

Mice were anesthetized with an intraperitoneal injection of 20% Ulatan (70 μl/10 g body weight). The entire brain was isolated from the skull and washed in cold isotonic sucrose buffer (0.32 mol/l sucrose, 3 mmol/l HEPES in distilled water, pH = 7.40). Each brain sample was homogenized in 5 ml sucrose buffer using a Dounce homogenizer, followed by centrifugation at 4500 × *g* for 10 min at 4°C. After removing the supernatant, the precipitate was resuspended in sucrose buffer and centrifuged again. The final pellet was resuspended in 2 ml sucrose buffer and passed through a 40 μm nylon mesh. Brain microvessels were retained on the mesh and eluted with ice-cold 0.01 M PBS (pH = 7.40) for collection. Tissue was obtained by centrifugation, and RIPA (YEASEN, 20115ES60), cell lysis buffer (CST, 9803), or TRIzol™ Reagent (Invitrogen, 15596018) were added to extract protein or RNA.

### Quantitative real-time polymerase chain reaction (qRT-PCR)

Total RNA was extracted from brain microvessels using TRIzol^™^ Reagent (Invitrogen, 15596018) and then reverse-transcribed into first-strand complementary DNA using the SuperScript^™^ IV RT-PCR System (Invitrogen, 12594025). qRT-PCR was performed utilizing LightCycler^®^ 480 SYBR Green I Master Mix (Roche, 04887352001) on a Roche 480 instrument. All assays were performed in triplicate, and the levels of each gene were normalized to those of the housekeeping gene *Hprt*. All primer sequences and additional information for qRT-PCR are listed in Supplementary Table S2.

### Western blotting

Total protein was extracted from brain microvessels and quantified using a BCA Protein Assay Kit (Solarbio, PC0020). After adjusting to the consistent concentration, proteins were separated by sodium dodecyl sulfate–polyacrylamide gel electrophoresis (Bio-Rad, 161-0183), followed by the transfer of proteins from the gels to polyvinylidene difluoride membranes. 5% non-fat milk was used to avoid non-specific protein binding for 1 h at 25°C, followed by overnight incubation with primary antibodies diluted in 5% non-fat milk or 5% BSA at 4°C. After incubation with secondary antibodies, an enhanced chemiluminescence substrate was added to the membranes to highlight the target bands. All the antibodies used and additional information for western blotting are listed in Supplementary Table S1.

### Blood–brain barrier (BBB) permeability/leakage detection

Mice received an intraperitoneal injection of 2% Evans Blue (Sigma-Aldrich, E2129) in normal saline (4 ml/kg body weight) 2 h before sacrifice or a tail vein injection of 100 μl of 3 or 70 kDa tetramethylrhodamine-dextran (2 and 10 mg/ml, Invitrogen, D7162 and D1818, respectively) 1 h before sacrifice. Subsequently, the mice were transcardially perfused with 30 ml of PBS, followed by 60 ml of ice-cold 4% PFA. Brain tissue was post-fixed in 4% PFA for 4 h, dehydrated in 30% sucrose overnight at 4°C, and embedded in an optimal cutting temperature medium on dry ice. Brain sections were cut into 10- or 30-μm-thick sections for Evans Blue or tetramethylrhodamine-dextran staining and visualized using a Nikon C2 confocal microscope at 555- or 580-nm emission, respectively.

### Immunoelectron microscopy

Mice were transcardially perfused with a mixture of 0.2% glutaraldehyde and 4% PFA in 0.1 M phosphate buffer under deep anesthesia. The brain’s basal ganglia, thalamus, and hypothalamus regions were quickly removed and cut into 1-mm^3^ pieces, placed into 0.2% glutaraldehyde in 0.1 M phosphate buffer, and fixed for 2 h at 25°C. After dehydration, embedding, and sectioning, the sections were incubated with 1% BSA blocking buffer for 30 min at 25°C and then incubated with rabbit anti-CD3 antibody (1:50; Abcam, ab5690) in 1% BSA overnight at 4°C. After washing, the sections were incubated with 10 nm gold-labeled goat anti-rabbit IgG (1:50; Sigma-Aldrich, G7402) and stained with 1% aqueous uranyl acetate for 20 min, followed by lead citrate for 30 s. The sections were photographed under a HITACHI HT7800 electron microscope.

### FTY720 administration

*Slc20a2*-HO mice, aged 1.5 months, were given 0.5 mg/kg FTY720 (Selleck, S5002) diluted in dimethyl sulfoxide or dimethyl sulfoxide alone *via* intraperitoneal administration three times a week, once every 2 days. After 12 weeks, the mice were transcardially perfused with 30 ml of PBS, and half of the brain was extracted for RNA using TRIzol^™^ Reagent (Invitrogen, 15596018), while the other half was fixed in ice-cold 4% PFA for 16 h. After dehydration in 30% sucrose at 4°C overnight, the brains were collected for further experiments.

### von Kossa staining

von Kossa staining was applied to detect phosphate ions (PO_4_^3−^). Following the staining protocol (Abcam, ab150687), the sections were dewaxed, rehydrated, and incubated with 5% silver nitrate for 45 min under ultraviolet rays. After rinsing several times with fresh distilled water, the sections were incubated with 5% sodium thiosulfate solution for 10 min to wash the unreacted silver ions, followed by a nuclear fast red solution.

### RNA sequencing bioinformatic analysis

Brain RNA samples from mice administered the placebo/DMSO (*n* = 4), and FTY720 (*n* = 6) were collected for RNA sequencing. RNA libraries for RNA-seq were prepared using NEBNext^®^ Ultra^™^ RNA Library Prep Kit for Illumina^®^ following manufacturer’s protocol. Illumina Casava 1.8 software was applied for basecalling. Raw data of fastq format were firstly processed through in-house Perl scripts. Reference genome GRCm38/mm10 and gene model annotation files were downloaded and then built and paired-end clean reads were aligned to the reference genome using Hisat2 v2.0.5. Differentially expressed genes (DEGs) were defined as the criterion *p* < 0.05 and protein-coding function. A volcano plot was constructed to map all DEGs using the Ggplot2 package (version 3.0.3). Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses were applied to identify the DEG function, with the cut-off criteria of *p* < 0.01 and 0.05. Results were presented using the clusterProfiler package (version 3.0.3).

### Statistical analysis

All data are presented as individual mean ± SD or SEM. CD45^+^CD3^+^ cells in the brains of 1-, 3.5-, and 8-month-old mice were counted in ten equally spaced sections covering whole brain with at least three biological replicates. The composition and percentage of T-cells in the brain parenchyma of five groups of 12-month-old mice were analyzed. For the quantitative analysis of Evans Blue leakage, under the identical conditions of sample processing and capture parameters, the average fluorescence intensity was calculated on three whole brain slices of each mouse using ImageJ (version 1.53c). For the evaluation of BBB integrity related with astrocytes and pericytes, AQP4/PDGF-Rβ and CD31 double positive areas were determined using the ImageJ area measurement tool as the percentage of AQP4-or PDGF-Rβ-positive fluorescent areas covering CD31-positive areas with five equally spaced sections in the 1- and 3.5-month-old mice. For statistical analysis, three visual fields were randomly selected in the cortex, basal ganglia, and midbrain regions of each brain slice. Simultaneously, the fluorescence intensity of AQP4- and PDGF-Rβ-positive areas was statistically analyzed. Shapiro–Wilk test and Levene’s test were used to examine the normality of the data and equality of variance, respectively. All data were compared using unpaired t-test except for the data of the expression of proteins from brain microvessels using paired t-test. Statistical significance was set at *p* < 0.05. ^*^, ^**^, ^***^, ^****^, and n.s. represent *p* < 0.05, *p* < 0.01, *p* < 0.001, *p* < 0.0001, and “not statistically significant,” respectively.

## Results

### T-cell infiltration positively correlated with brain calcification and aging

To determine the presence of T-cell infiltration in the brain parenchyma of *Slc20a2*-HO mice at the pre-calcification stage, CD45 and CD3 markers were used to label T-cells by immunofluorescence. CD45^+^CD3^+^ T-cells emerged in the brain parenchyma of -HO and -WT mice at the age of 1 month (Figure 1A). To explore the relationship between CNS-infiltrating T-cells and calcification severity, T-cells were quantified in 3.5- and 8-month-old mice (Figures 1B,C), representing the pathological stages of slight and moderate calcification (Wallingford et al., 2017; Jensen et al., 2018; Ren et al., 2021). There was a significant increase in the number of CD45^+^CD3^+^ T-cells in -HO mice among the three age groups, with approximately a 2-, 3-, and 4-fold increase, compared to that in -WT mice, respectively (Figure 1C). More T-cells appeared in the brains of mice with severe brain calcification and older age, suggesting that T-cells infiltrated persistently with increasing calcification and age (Figure 1C; Supplementary Figure S1A). Notably, most infiltrating T-cells clustered around the calcified regions (Figure 1B; Supplementary Figure S1A).

**Figure 1:**
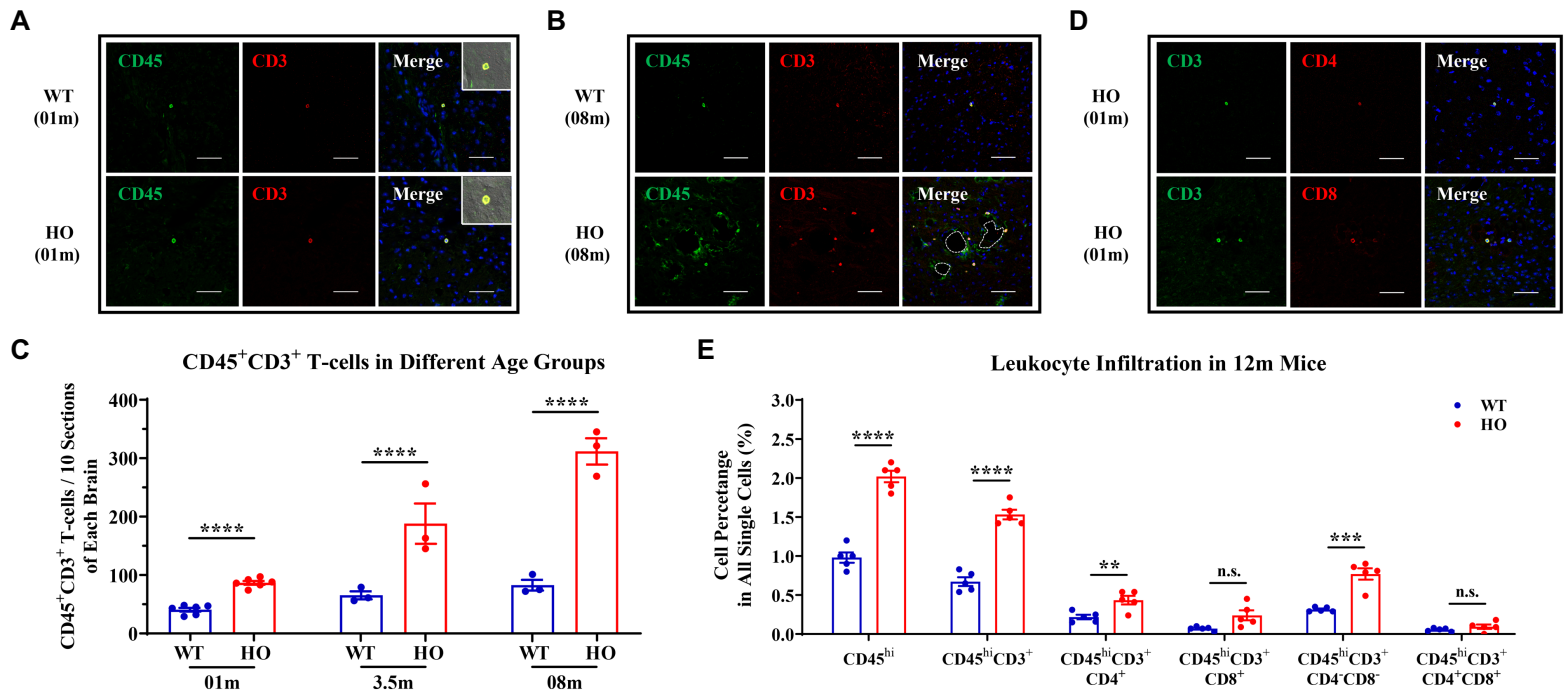
Increased CNS Infiltration of T-Cells and Their Subpopulations in *Slc20a2*-HO Mice. **(A)** CD45^+^ CD3^+^ T-cells in the brain parenchyma of 1-month-old *Slc20a2*-WT and -HO mice. **(B)** Accumulation of T-cells around the calcification in 8-month-old -HO mice. Dashed lines indicate the outline of the calcified spots. **(C)** Absolute number of T-cells in the brain of -WT and -HO mice at 1-, 3.5-, and 8-month-old (Data are shown as mean ± SEM; 1 month, *n* = 6 pairs; 3.5 months, *n* = 3 pairs; 8 months, *n* = 3 pairs; 10 equally spaced sections covering entire brain with three biological replicates). **(D)** CD4^+^ and CD8^+^ T-cells in brain parenchyma of 1-month-old -HO mice. **(E)** Leukocyte immunophenotyping in 12-month-old -WT and -HO mice. Scale bar, 40 μm. ^****^p < 0.0001; ^***^p < 0.001; ^**^p < 0.01; n.s., not statistically significant.

### Central nervous system (CNS)-infiltrating T-cells mainly consisted of CD4^+^ and CD4^−^CD8-T-cell subsets

Consistent with other neuroinflammatory diseases, both CD4^+^ and CD8^+^ cells, two classic subsets of CD3^+^ T-cells, were present in the brain parenchyma of 1-month-old *Slc20a2*-HO mice (Figure 1D), and these were hardly observed in -WT mice of the same age. To further precisely determine the subpopulation and proportion of infiltrated T-cells associated with brain calcification, flow cytometric analysis was performed on the brains of 12-month-old mouse pairs, as well as 14- and 21-month-old -HO mice. Firstly, micro-computed tomography had demonstrated the presence of calcified plaques in the hypothalamus, basal ganglia, and midbrain of 12-month-old -HO mice (Supplementary Figure S1B), which was consistent with previous reports (Wallingford et al., 2017; Jensen et al., 2018; Ren et al., 2021). Flow cytometric analysis confirmed an increase in CD45^hi^ and CD3^+^ cells in the brains of 12-month-old -HO, compared with -WT mice (proportion of all single cells = CD45^hi^: WT: 0.980%, HO: 2.020%, *p* < 0.0001; CD3^+^ cells = WT: 0.672%, HO: 1.532%, *p* < 0.0001). In the CD3^+^ T-cell subpopulation, CD4^+^ and CD4–CD8 double-negative T (DNT) cells significantly increased in the brains of -HO mice (proportion of all single cells = CD4^+^ cells: WT: 0.218%, HO: 0.434%, *p* = 0.0086; DNT cells = WT: 0.314%, HO: 0.770%, *p* = 0.0003). However, CD8^+^ and CD4–CD8 double-positive T (DPT) subsets were not significantly different between the -HO and -WT groups (proportion of all single cells = CD8^+^ cells: WT: 0.070%, HO: 0.240%, *p* = 0.0541; DPT cells = WT: 0.056%, HO: 0.094%, *p* = 0.2438; Figure 1E). Furthermore, CD3^+^CD4^+^ and DNT subpopulations were increased in the older mouse groups (14- and 21-month-old), and CD45^hi^ cells were also noted to increase with age (Figure 1E; Supplementary Figure S1C).

### T-cells most likely travel to the brain parenchyma *via* the paracellular pathway

To explore whether T-cells have the possibility of entry into the CNS through the paracellular pathway, we evaluated the expression of EC permeability-associated proteins including selectins, CAMs and cell junctions. In isolated brain microvessels of 3.5-month-old *Slc20a2*-HO mice, the expression levels of selectin (*E-selectin* and *P-selectin*) and CAMs (*Icam-1*, *Icam-2*, and *Vcam-1*) were significantly higher than those in -WT mice (Figure 2A), which is a prerequisite for T-cell infiltration. The endothelium of the brain vessels forms an integral and tightly sealed monolayer, which mainly depends on a series of tight junctions (TJs: occludin, claudin-5, and ZO-1) and adherents junction (AJ: VE-cadherin) expressed on the lateral and contact surfaces of each ECs. Further, they maintain the integrity of the paracellular pathways (Bazzoni and Dejana, 2004; Wallez and Huber, 2008; Tietz and Engelhardt, 2015). In our study, the expression of cell junctions decreased in the brain microvessels of 3.5-month-old -HO mice (Figure 2B); however, the distribution patterns of them, such as localization, morphology, and polarization, remained unchanged in 1-month-old -HO mice (Figure 2C). Exogenous tracers (Evans Blue, 3 kDa, and 70 kDa TMR-dextran) were utilized to directly evaluate BBB permeability in the pre-calcification stage of -HO mice. Under the consistent parameters of fluorescence intensity and exposure time, a slight but significantly increased permeability was observed in the cortex, basal ganglia, and midbrain of the 1.5-month-old pre-calcification -HO mice, compared to -WT (Figure 2D; Supplementary Figure S2). These findings indicate that the increased paracellular permeability made the entry of T-cells into the brain parenchyma more feasible, which was also the cause of neuroinflammation.

**Figure 2:**
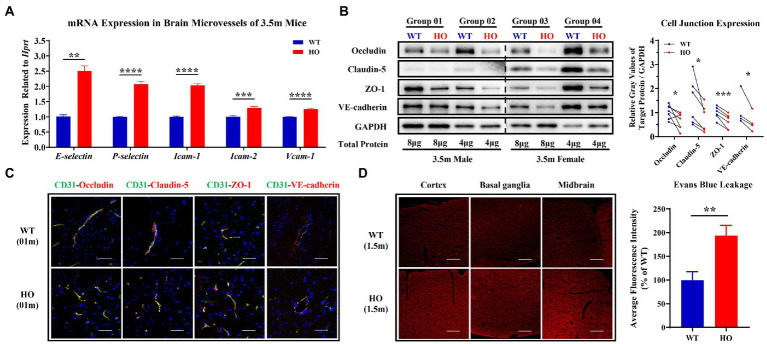
Expression and distribution pattern of core adhesion molecules and junction proteins and the blood–brain barrier (BBB) permeability of paracellular pathway. **(A)** The relatively increased expression of selectin and cell adhesion molecules (CAMs) in brain microvessels of 3.5-month-old *Slc20a2*-HO compared to that of -WT mice (*n* = 3 pairs). **(B)** Decreased protein expression of TJs (occludin, claudin-5, and ZO-1) and AJ (VE-cadherin) in brain microvessels of 3.5-month-old -HO compared to that of -WT mice. **(C)** No difference in localization, morphology, and polarization of TJs and AJ proteins in 1-month-old -WT and -HO mice. Brain microvessels visualized by CD31. **(D)** Evans blue have slightly increased entry into the brain parenchyma of -HO compared to -WT mice at the age of 1.5 months. Scale bars, 40 μm **(C)**, 80 μm **(D)**. ^****^p < 0.0001; ^***^p < 0.001; ^**^p < 0.01; ^*^p < 0.05.

### Transcytosis of brain endothelium increased in *Slc20a2*-HO mice

The expression of clathrin and phosphorylated and total Src was not altered, but that of phosphorylated and total Cav-1 was decreased in 3.5-month-old *Slc20a2*-HO mice. Mfsd2a, a key suppressor of caveolae formation and Cav-1 expression, showed slightly increased, coinciding with the decrease of Cav-1 (Figure 3A). The distribution of total Cav-1 remained unchanged in 1-month-old -HO mice (Figure 3B). Transmission electron microscopy (TEM) and immunoelectron microscopy were implemented to investigate whether T-cells traveled directly across BBB-ECs. The fusion of lymphocytes and EC membranes was observed by TEM in the brains of 6-month-old -HO mice; furthermore, immunoelectron microscopy with CD3 antibodies to label T-cells demonstrated that colloidal gold particles were present within brain ECs (Figure 3C), suggesting that CD3^+^ T-cells or endogenous plasma proteins entered the brain parenchyma *via* the transmembrane pathway. Endogenous IgG and albumin (small molecules) could be physically transported across the intact BBB; they were substantially increased in the perivascular spaces of the neurovascular unit (NVU) of 1-month-old pre-calcification -HO mice; macromolecules, such as blood-borne fragments of fibronectin, were undetectable in the brain parenchyma of mice of the same age (Figure 3D).

**Figure 3:**
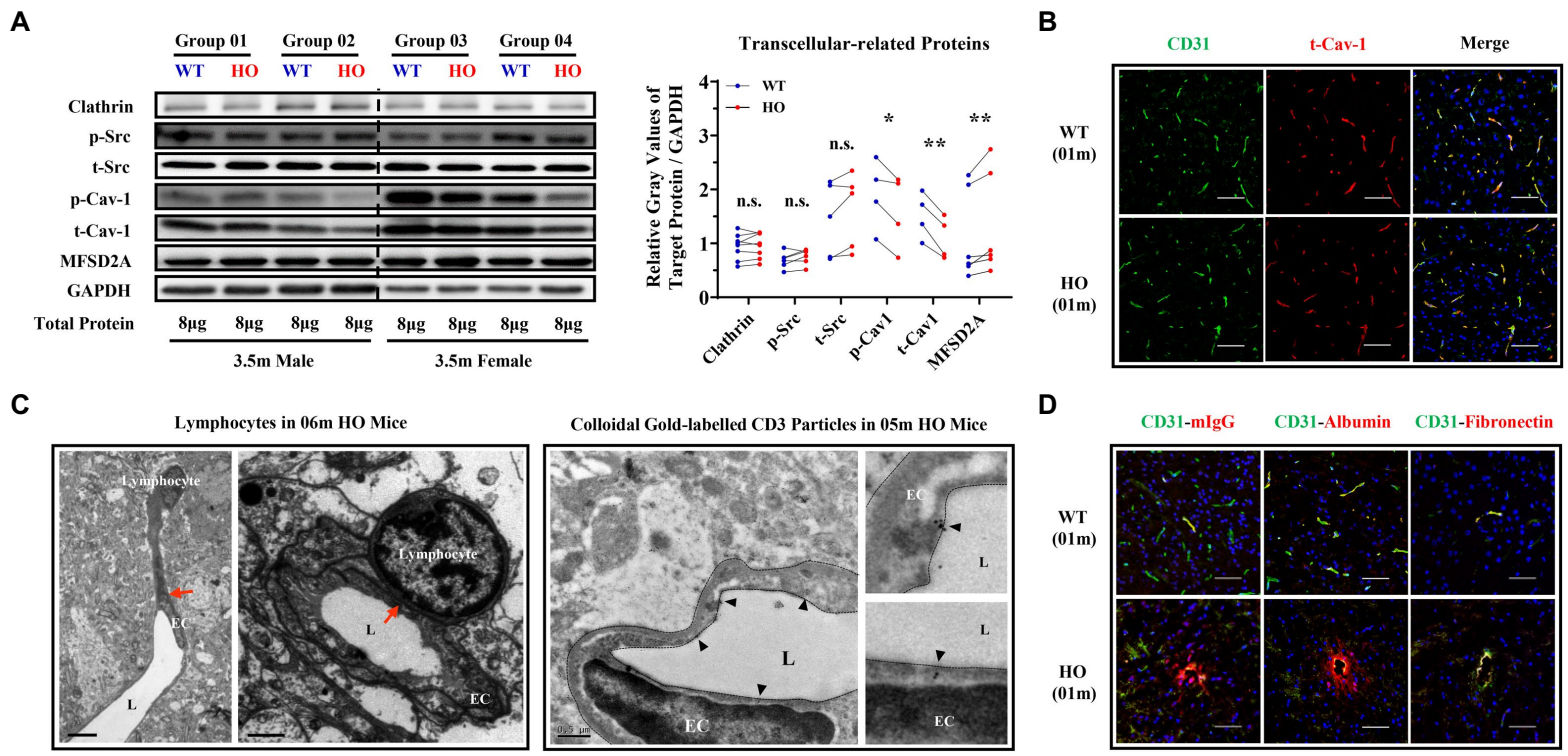
Transcellular Pathway Alterations in The brain endothelium of *Slc20a2*-HO mice. **(A)** Expression of endocytosis- and transcytosis-related proteins in brain microvessels of 3.5-month-old *Slc20a2*-WT and -HO mice. ^**^p < 0.01; ^*^p < 0.05; n.s., not statistically significant. **(B)** Distribution pattern (localization, morphology, and polarization) of total caveolin-1 in 1-month-old mice. **(C)** The fusion of endothelial and lymphocyte cell membranes (red arrows) in 6-month-old -HO mice **(C**, Left**)**. CD3^+^ colloidal gold particles in the endothelial cell membrane of the midbrain in 5-month-old -HO mice. Black triangles indicate gold particles **(C**, Right**)**. EC, endothelial cell; L, vascular lumen. Scale bars, 6 and 1.5 μm **(C**, left**)**; 0.5 μm **(C**, right**)**. **(D)** Endogenous IgG and albumin, rather than fibronectin, leaked into the brains of 1-month-old -HO mice. Scale bar, 40 μm **(B,D)**.

### Astrocyte and pericyte density and coverage of microvessels remained unchanged

Both astrocytes and pericytes play an essential role in the maintenance of BBB integrity (Zlokovic, 2008). Thus, the distribution pattern and coverage of astrocytes and pericytes in blood vessels were explored using AQP4, PDGF-Rβ, and CD31 antibodies to label astrocytes, pericytes, and vessels, respectively. There were no significant differences in the localization, morphology, polarization, and coverage of astrocytes or pericytes in *Slc20a2*-HO mice compared with -WT mice at the age of either 1 or 3.5 months (Supplementary Figure S3).

### FTY720 Alleviated brain calcification probably By multiple mechanisms in *Slc20a2*-HO mice

To explore the relationship between T-cell infiltration and calcification, FTY720 was utilized to inhibit the circulation of peripheral T-cells to reduce their CNS infiltration. The procedure for FTY720 administration is shown in Figure 4A. Three months after intraperitoneal administration, brain calcification was significantly reduced in FTY720-treated mice compared with that in the placebo group (FTY720: placebo = 6:4; *p* = 0.0181; Figure 4B). RNA sequencing helped determine the key molecular and biological mechanisms involved in FTY720’s effects on the brain samples in the two groups. 

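Brain RNA of 6 FTY720-treated and 4 placebo-treated Slc20a2-HO mice was sequenced. FTY720 is a modulator of sphingosine-1-phosphate receptors, given here at 0.5 mg/kg from the age of 1.5 months for 12 weeks, and the placebo was the solvent alone. The authors aligned the paired-end reads to GRCm38 with Hisat2 and deposited a table of counts per gene for each mouse, without normalization, and a second table of FPKM values; the text does not name the counting program, its strand setting or the test behind the DEGs. Between 14772745 and 17421657 fragments per mouse were counted on genes in the FTY720 group, with a median of 16481862.5, and between 15840322 and 18303981 in the placebo group, with a median of 16906161.5. Mitochondrial transcripts took between 4.83% and 6.48% of the counts. No pair of the 10 libraries differed by as little as sampling noise, since the chi-square statistic per degree of freedom over the 5000 most abundant genes was 16.1 or more in all 45 pairs. The counts were normalized by TMM and tested with edgeR's quasi-likelihood test, FTY720 against placebo with no covariate, on the 17665 genes kept by filterByExpr, of which 14784 were protein-coding. Supplementary Table S3 was used in a copy holding 1562 rows of its 18368.

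The targeted gene, Slc20a2 (ENSMUSG00000037656, chromosome 8 from 22476788 to 22569612, plus strand), had between 89 and 294 counts in every mouse of both groups, which the whole-gene count does not divide by exon. Slc20a2 overlaps the annotated genes Smim19 and Gm17491, 1 on the same strand and 1 on the other. Since the strand setting is not stated, its counts are uncertain there. Its level was 10.8 ± 3.46 CPM (counts scaled to the library size; SD, n = 6) with FTY720 and 12.8 ± 3.19 CPM (SD, n = 4) with placebo, a log2 fold change of -0.24 (standard error 0.25, adjusted p = 0.99992 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which was within the spread between mice. No wild type library was analysed here, so the level in the HO mice has no reference.

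The mice carry names such as F1-622 and P3-612, in which the digit after the group letter is 1 or 3 and the mouse's number begins with 6 or 9; the paper's text and its supplementary tables do not explain either. Of the FTY720 mice, 3 had the digit 1 and 3 the digit 3, and of the placebo mice, 1 and 3. Xist and Y-linked counts made the mice whose number begins with 6 male and those with 9 female, 4 and 2 in the FTY720 group and 2 and 2 in the placebo group. The first principal component of the log2 CPM values held 46.8% of the variance and separated the digits and not the groups. The GABA receptor gene Gabra6 (ENSMUSG00000020428, chromosome 11 from 42306437 to 42321072), which marks cerebellar granule cells, was at 0.0590 to 0.240 CPM in the 4 mice with the digit 1 and at 130 to 171.8 CPM in the 6 mice with the digit 3. Slc20a2 followed the digit too, and the log2 fold change of Slc20a2 for FTY720 over placebo was -0.0892 with the digit as a covariate and -0.0008 in the mice with the digit 3 alone, 3 of each group. For some of the results on all mice, the value in the mice with the digit 3 alone is also given.

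**Figure D1:**
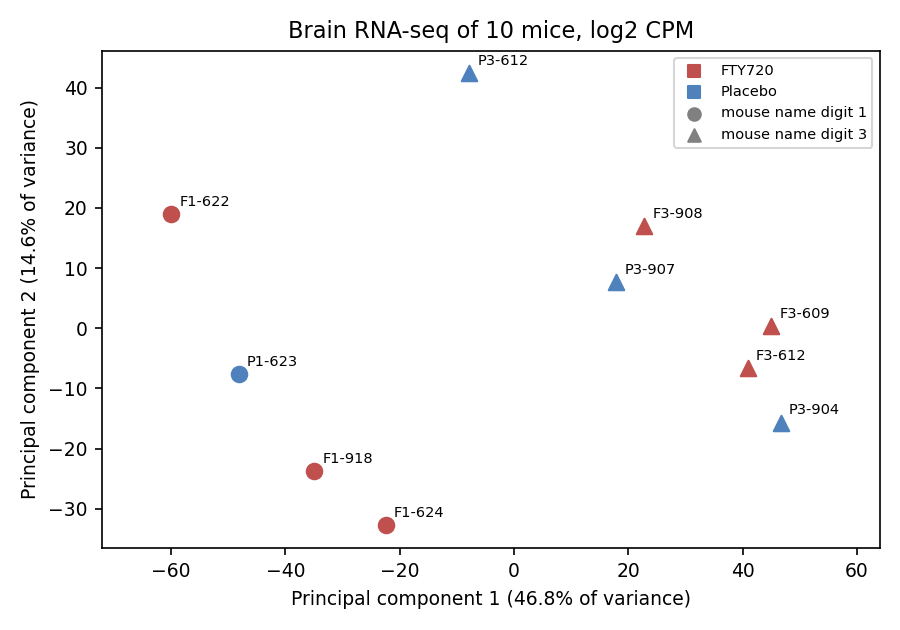
Principal components 1 and 2 (46.8% and 14.6% of the variance) of log2 CPM in the 10 brain libraries, coloured by treatment, with the shape giving the digit in the mouse's name. The 4 mice with the digit 1 lie to the left of the 6 mice with the digit 3, and FTY720 and placebo mice are mixed on both sides.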

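Among the 14784 protein-coding genes tested, 386 had an unadjusted p under 0.05, 168 higher and 218 lower with FTY720, where 739.2 would be called if no gene differed and the p-values were uniform. No gene of the 17665 had an adjusted p under 0.05, and the smallest was 0.99992 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment); at an unadjusted p under 0.05 there were 461 genes of all biotypes. The alternative that moved the count most was the digit in the mouse's name as a covariate, which gave 2083 protein-coding genes, and the 6 mice with the digit 3 alone gave 1172. Leaving out 1 mouse moved it between 213 genes (without the placebo mouse P3-612) and 862 (without the placebo mouse P3-904), and it was 214 without the placebo mouse P3-907. None of these fits gave a gene with an adjusted p under 0.05. With upper-quartile scaling 142 genes were higher and 239 lower, and with trends on GC content and gene length removed from each library 203 were higher and 168 lower.

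Groups did not overlap in 124 protein-coding genes, 0.839% of those tested, against a chance share of 0.952%. Of the 10 with the smallest p among them, 9 follow, all with an adjusted p of 0.99992. Trat1 (ENSMUSG00000030775, chromosome 16 from 48730774 to 48772021), which encodes an adaptor of the T-cell receptor, was at 1.28 ± 0.124 CPM (SD, n = 6) with FTY720 and 0.463 ± 0.177 CPM (SD, n = 4) with placebo, a log2 fold change of 1.46 (standard error 0.31), from 18 to 25 counts per mouse against 4 to 11; the annotated gene AC166114.1 overlaps it on the same strand. Olig2 (ENSMUSG00000039830, chromosome 16 from 91225457 to 91228677), a transcription factor of the oligodendrocyte lineage, was at 25.4 ± 3.53 CPM and 37.4 ± 3.00 CPM, a log2 fold change of -0.56 (standard error 0.12). The gap junction gene Gjb1 (ENSMUSG00000047797, chromosome X from 101376378 to 101385629) had a log2 fold change of -0.65 (standard error 0.15). The two-sided exact permutation p of Trat1, Olig2 and Gjb1 was 0.00476, the smallest that 6 mice against 4 allow, which follows from choosing genes whose groups do not overlap. Sema4c and Metrn were also lower, with log2 fold changes of -0.52 and -0.83, as was Gm266 at -0.55. The interleukin 6 family receptor gene Osmr (ENSMUSG00000022146, chromosome 15 from 6813577 to 6874969) was higher by 0.75 on the log2 scale, Rgs5 by 0.54 and Frmd6 by 0.51. With each mouse left out in turn, the log2 fold change of Trat1 stayed between 1.22 and 1.66 and that of Olig2 between -0.60 and -0.50. In the mice with the digit 3 alone they were 1.62 and -0.62, where 3 mice against 3 cannot give an exact p under 0.05. Once trends on GC content and gene length were removed, the log2 fold change was 1.37 for Trat1, -0.41 for Olig2 and -0.49 for Gjb1. Adding the digit as a covariate to that fit gave -0.36 for Olig2, -0.33 for Gjb1 and -0.23 for Gm266. The falls of these genes shrank but kept their sign, so the trends may account for part of them.

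**Figure D2:**
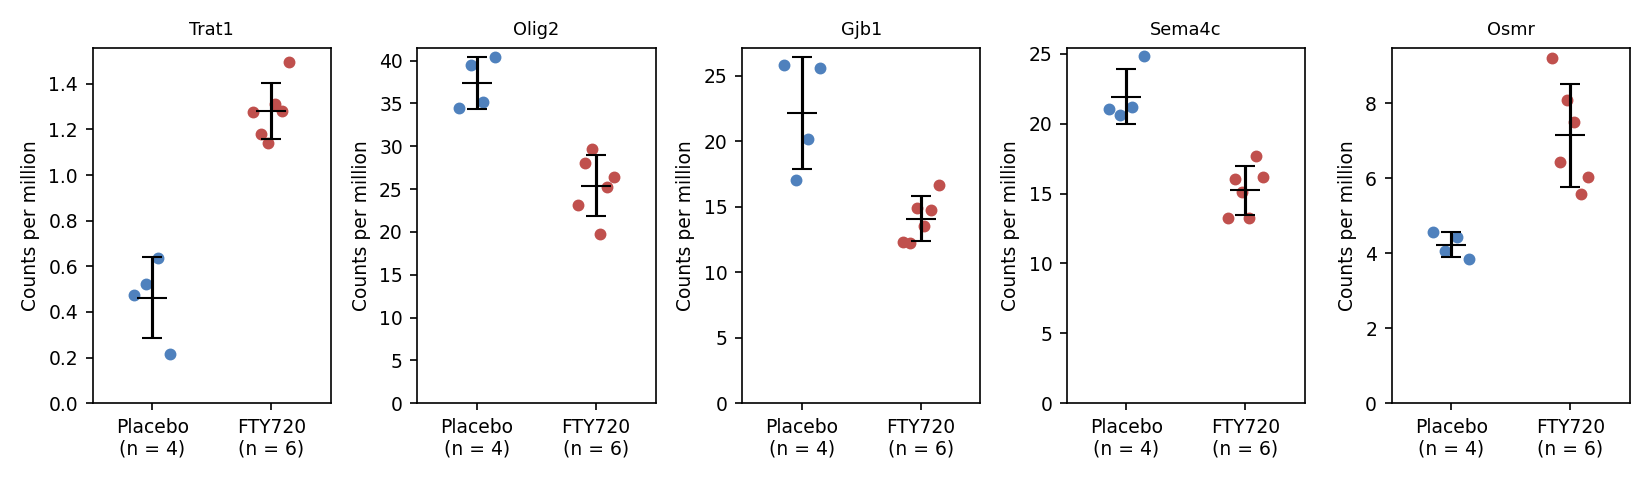
CPM of Trat1, Olig2, Gjb1, Sema4c and Osmr in each mouse (points), with the mean and SD of the 4 placebo and 6 FTY720 mice. In each gene all FTY720 mice lie on one side of all placebo mice, and the axis starts at 0.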

A total of 482 DEGs were identified using a filtering criterion of *p* < 0.05, among which 259 and 223 genes were upregulated and downregulated, respectively (Figure 4C; Supplementary Table S3, and GSE218335). GO and KEGG enrichment analyses were performed to ascertain the functional changes in FTY720 treatment, and all terms were divided into the biological process (BP), cellular component (CC), and molecular function (MF) ontologies, as well as KEGG pathways. The DEGs highly enriched in GO_BP were mainly related to the “Ossification” (5 genes) and “Negative Regulation of Cell Cycle” (14 genes) terms; in the GO_CC subset, DEGs were enriched in the “Myelin” (4 genes) and various “Cell Junctions” (24 genes) terms; further, from the GO_MF perspective, the items related to transporter and channel activity (33 genes) constituted most of the enriched terms (Figure 4D; Supplementary Table S3). 

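Hand-written gene lists stood in for the GO terms, with the protein-coding genes tested as background. They were written after the first 60 genes of Supplementary Table S3 had been read, so results on the full lists are not independent of this comparison; over-representation is also given without those genes, and of the shifts that of myelin. Of the 23 myelin genes, 7 had an unadjusted p under 0.05 against 0.601 expected (odds ratio 16.6, adjusted p = 1.40e-05 from Fisher's exact test over the 21 lists), all 7 lower with FTY720, among them Gjb1, Mag, Cnp, Mbp, Pllp and Fa2h. Without the genes read beforehand, 4 of 20 remained (odds ratio 9.41, adjusted p = 0.0242 from Fisher's exact test). Mag (chromosome 7 from 30899176 to 30914873) had a log2 fold change of -0.46 (standard error 0.13), Cnp of -0.35 and Mbp of -0.29. Adjusted over the list alone, 3 of the 23 had an adjusted p under 0.05 (edgeR), against 0 over all genes tested. The median log2 fold change of the list was -0.19, with 20 of 23 genes lower, and -0.22 in the mice with the digit 3 alone. limma's camera test with a preset correlation of 0.01 put the adjusted p of this shift at 1.25e-07; under fry it was 0.0481, and under a correlation estimated from the data it was 0.0780. Without the genes read beforehand the median was -0.18 and the adjusted p 0.000246 (camera, limma). Of the 7 lists that camera shifted, only the oligodendrocyte lineage list stayed under 0.05 with the estimated correlation, and only that list and myelin under fry. The list score, the mean of the genes' log2 deviations in a mouse, was -0.0897 ± 0.0517 (SD, n = 6) with FTY720 and 0.135 ± 0.120 (SD, n = 4) with placebo (two-sided exact permutation p = 0.00476, adjusted over the 21 lists 0.0500). With the digit as a covariate the odds ratio of the myelin list fell to 2.67 (adjusted p = 0.180 from Fisher's exact test). In that fit 2083 protein-coding genes had an unadjusted p under 0.05, against 386 without the covariate. The lower ratio therefore does not by itself show that myelin genes lost their change.

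Of 47 genes of endochondral ossification, 5 had an unadjusted p under 0.05 against 1.23 expected, Fgf18, Col13a1, Mmp14, Foxc1 and Scx, all lower (odds ratio 4.49, adjusted p = 0.0387 from Fisher's exact test). Fgf18 (chromosome 11 from 33117430 to 33147400) had a log2 fold change of -0.83 (standard error 0.25). The odds ratio was 3.58 without the genes read beforehand (adjusted p = 0.166 from Fisher's exact test) and 0.788 in the mice with the digit 3 alone. Of 52 cell junction genes 5 passed against 1.36 expected, 3 higher (Frmd6, Pecam1 and Podxl) and 2 lower, Gjb1 among them (odds ratio 4.01, adjusted p = 0.0439 from Fisher's exact test); all 5 were among the genes read beforehand, and 0 of the other 47 passed. Adjusted over the list alone, 0 ossification genes and 2 junction genes had an adjusted p under 0.05 (edgeR). The list medians, -0.03 and 0.02, were not shifted (camera adjusted p = 0.120 and 0.658, limma). The ossification score was -0.0384 ± 0.0547 (SD, n = 6) with FTY720 and 0.0576 ± 0.0307 (SD, n = 4) with placebo. Its two-sided exact permutation p was 0.019, and 0.12 adjusted over the 21 lists. For the cell junction score these p-values were 0.8 and 0.884. No list was written for the cell cycle or for transporters and channels. Among 874 Reactome sets, 4 were shifted by camera, of which ligand-gated ion channel transport (18 genes, median 0.17, adjusted p = 0.0111, limma) and GABA A receptor activation rose and a pair of respiratory electron transport sets fell; 88 of the 874 had an unadjusted p under 0.05. Of the 4, 0 were shifted once a trend on gene length was removed, while with trends on GC content and gene length removed the respiratory pair had an adjusted p of 0.00205 (limma). Among the cell cycle sets, adjusted p-values were 0.0849 for mitotic prometaphase (89 genes, median 0.0891), 0.110 for resolution of sister chromatid cohesion (82 genes, median 0.0912), 0.213 for cohesin loading onto chromatin (10 genes, median 0.12), 0.236 for M phase (210 genes, median 0.0423) and 0.704 for cell cycle checkpoints (118 genes, median 0.0214; limma).

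**Figure D3:**
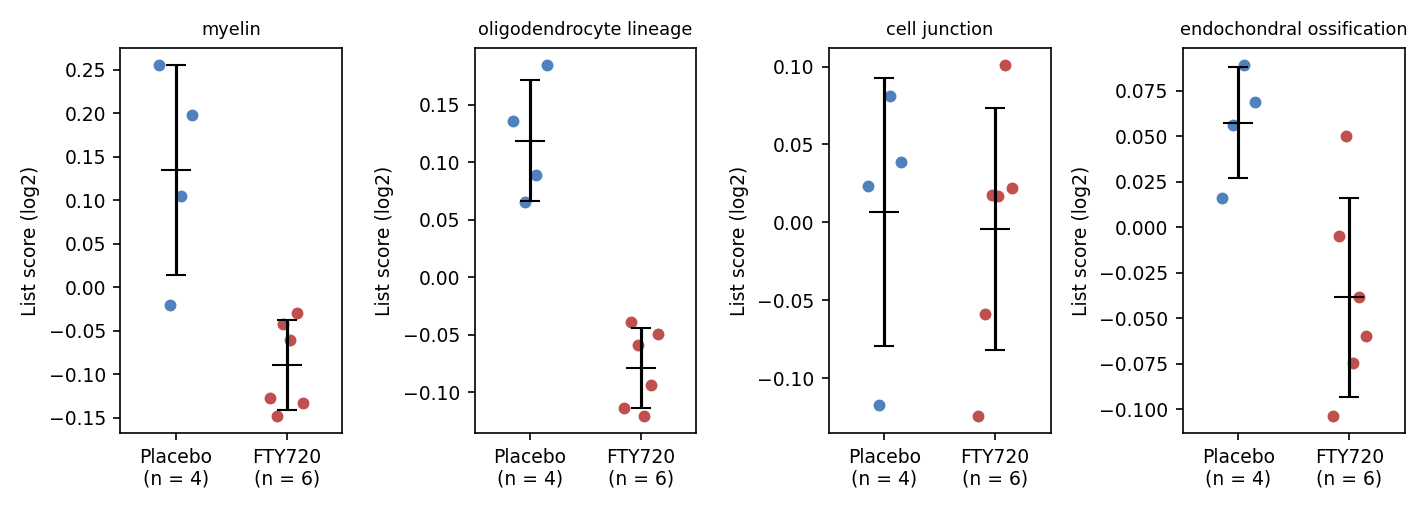
Scores of the myelin, oligodendrocyte lineage, cell junction and endochondral ossification lists (mean log2 deviation from the gene means) in each mouse, with the mean and SD of the 4 placebo and 6 FTY720 mice. Myelin and oligodendrocyte lineage scores of the FTY720 mice lie below 0, and cell junction scores of the groups overlap throughout.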

The “PI3K-AKT Signaling Pathway” was the top one enriched pathway in the KEGG analysis, with eight downregulated and nine upregulated genes. It is worth noting that seven genes in the autophagy pathway were also enriched in KEGG analysis (Figure 4E; Supplementary Table S3).

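A hand-written list of 272 tested PI3K-AKT genes had 15 with an unadjusted p under 0.05 against 7.10 expected (odds ratio 2.23, adjusted p = 0.0387 from Fisher's exact test). With FTY720, 6 were higher (among them Osmr, Sgk1, Itga2, Prkaa2 and Vwf) and 9 lower (Fgf18, Col9a3, Gng11, Ppp2r3d, Akt2, Gng13, Vegfa, Egf and Itgb4). Akt2 (ENSMUSG00000004056, chromosome 7 from 27591552 to 27640826), the kinase of the pathway, was at 85.3 ± 10.7 CPM (SD, n = 6) with FTY720 and 104 ± 7.19 CPM (SD, n = 4) with placebo, a log2 fold change of -0.29 (standard error 0.11, two-sided exact permutation p = 0.0190). Sgk1 had a log2 fold change of 0.42 and Vegfa of -0.35. Adjusted over the list alone, 0 of the 272 genes had an adjusted p under 0.05 (edgeR). The DESeq2 Wald test gave 17 genes, 9 higher and 8 lower (odds ratio 2.32, adjusted p = 0.0172 from Fisher's exact test). Under RLE normalization the odds ratio was 1.89 (adjusted p = 0.102 from Fisher's exact test), without the genes read beforehand 1.92 (0.166), and in the mice with the digit 3 alone 1.23 (0.649). Without the placebo mouse P3-612 it was 1.02, and across the 10 fits that each left out 1 mouse it reached 2.48. The list as a whole did not shift, with a median log2 fold change of 0.04 (camera adjusted p = 0.161, limma). Over 22 alternatives without a mouse left out that adjusted p ranged from 0.0171 to 0.635, and in 20 the result was the same. None of 7 Reactome sets of PI3K or AKT signaling had an adjusted p under 0.79.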

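Of 135 tested genes on a hand-written autophagy list, 5 had an unadjusted p under 0.05 against 3.53 expected (odds ratio 1.44, adjusted p = 0.609 from Fisher's exact test). With FTY720, 3 were higher, among them Prkaa2 and Snap29, and 2 lower, Atg4d and Akt2. Atg4d (ENSMUSG00000002820, chromosome 9 from 21265293 to 21277772), a protease that processes the autophagosome protein LC3 and its relatives, was at 24.2 ± 3.65 CPM (SD, n = 6) with FTY720 and 31.0 ± 1.23 CPM (SD, n = 4) with placebo, a log2 fold change of -0.36 (standard error 0.12, two-sided exact permutation p = 0.00952). Prkaa2 (ENSMUSG00000028518, chromosome 4 from 105029874 to 105109890), a catalytic subunit of AMP-activated kinase, had a log2 fold change of 0.31 (standard error 0.13, two-sided exact permutation p = 0.0286), and the fusion protein gene Snap29 one of 0.24 (standard error 0.11). Atg4d and Snap29 each overlap a gene on the other strand, Kri1 and Pi4ka. Of the 5 genes, Prkaa2 and Akt2 were among those also on the PI3K-AKT list. None of the 135 were among the genes of Supplementary Table S3 read before the list was written. Adjusted over the list alone, 0 of the 135 genes had an adjusted p under 0.05 (edgeR). Under the DESeq2 Wald test there were 7, 5 higher and 2 lower (odds ratio 1.98, adjusted p = 0.208 from Fisher's exact test), and with upper-quartile scaling the odds ratio was 0.858. In the mice with the digit 3 alone 11 genes passed against 10.7 expected, 3 higher and 8 lower. The median log2 fold change of the list was 0.04, with 89 genes higher and 46 lower (camera adjusted p = 0.0808, limma). The heading of this section in the paper has FTY720 alleviating brain calcification probably by multiple mechanisms, and its discussion sets reports that inhibition of the PI3K-AKT pathway activates autophagy and relieves vascular calcification beside the effect of FTY720.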

**Figure 4:**
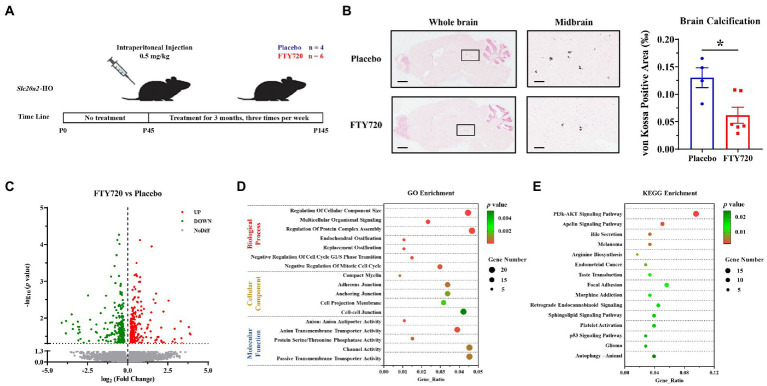
FTY720 alleviated brain calcification and mRNA profile analysis. **(A)** A schematic diagram of the FTY720 administration process. **(B)** Representative images of brain calcification between placebo- and FTY720-treated mice. Area of decreased brain calcification in FTY720-treated mice compared to the placebo group. Scale bars, 1,000 μm, 150 μm. ^*^p < 0.05. **(C)** A volcano plot for the DEGs revealed by RNA-seq, in which 259 and 223 genes were upregulated and downregulated, respectively, with *p* < 0.05 as the cut-off criteria. **(D,E)** GO and KEGG enrichment analyses of the DEGs, with *p* < 0.01 and 0.05 as the cut-off criteria, respectively.

## Discussion

*Slc20a2*-deficient mice exhibit the clinical symptoms of premature aging that progressively become more severe with age (Beck-Cormier et al., 2019; Ren et al., 2021). Human aging results in physiological brain calcification (Yamada et al., 2013) and a precipitous decline in the adult neural stem or progenitor cells with concomitant cognitive impairment (van Praag et al., 2005; Villeda et al., 2011), similar to the phenotypes of *Slc20a2*-HO mice (Ren et al., 2021). In aging brains, CNS-resident immune cells, such as microglia, increase, and peripheral blood-derived T-cells get recruited (Gemechu and Bentivoglio, 2012). CNS-infiltrating T-cells have been reported to play important roles in neurological diseases and are associated with neuroinflammation. CD4^+^ T-cells can be classified into several functional subgroups based on their surface markers. The T helper (Th)1 and Th17 subgroups secrete high levels of interferon-gamma (IFN-γ) and interleukin-17-related cytokines, which contribute to chronic inflammation. In contrast, Th2 and T regulatory cells are more inclined to modulate the inflammatory responses of brain-resident immune cells (Gonzalez and Pacheco, 2014; Sonar and Lal, 2017; Solleiro-Villavicencio and Rivas-Arancibia, 2018). CNS-infiltrating DNTs were markedly increased in patients and mice with ischemic stroke and positively associated with brain injury (Meng et al., 2019; Kim et al., 2021). In *Pdgfb*^ret/ret^ PFBC mice, the expression of CAMs was upregulated in the cerebral vessels, which was accompanied by more lymphocytes entering the brain parenchyma. Infiltration of peripheral leukocytes into the CNS induces susceptibility to autoimmune inflammation (Torok et al., 2021). Zarb demonstrated that in *Pdgfb*^ret/ret^ mice, a novel microglial subset, calcification-associated microglia, accumulated around vascular calcified regions or in the perivascular space and effectively inhibited brain calcification (Zarb et al., 2021). Brain calcification induces the formation of neurotoxic astrocytes, although the exact functions of these cells remain unknown (Zarb et al., 2019).

The aging brain has a marked susceptibility to circulatory proteins (Conboy et al., 2005; Yang et al., 2020). Endogenous plasma proteins can pass through the BBB *via* a ligand-specific receptor-mediated pathway during adolescence, which changes into non-specific caveolin-mediated transcytosis in the aging brain (Yang et al., 2020). Similarly, increased endocytosis or transcytosis is regarded as an early event of BBB injury in migraine, brain injury, and ischemic stroke (Knowland et al., 2014; Sadeghian et al., 2018). In the brain parenchyma of *Slc20a2*-HO mice, endogenous IgG and albumin gets transported across an impaired BBB and is presented in the perivascular spaces of the NVU (Jensen et al., 2018), suggesting the enhancement of endocytosis or transcytosis. Cav-1 expression is necessary for the formation and transcytosis of caveolae as a structural protein; otherwise, it acts as a potent inhibitor of endothelial nitric oxide synthase activity to negatively regulate paracellular permeability (Schubert et al., 2002). In an ischemic stroke mouse model, Cav-1 deficiency correlated with the increase in the degradation of TJs and the hydrolytic activity of matrix metalloproteinases, thereby enhancing BBB permeability (Choi et al., 2016).

*Slc20a2* mainly expresses in the core components of the NVU, such as SMCs, ECs, pericytes, and the end-processes of astrocytes (Inden et al., 2016; Wallingford et al., 2017; Jensen et al., 2018; Vanlandewijck et al., 2018). Intracellular microcalcifications or tiny calcified granules were detected in the pericytes and astrocytes of *SLC20A2*-related patients (Miklossy et al., 2005) and mice (Jensen et al., 2018); however, neuronal and EC cell death only appeared in severely calcified areas (Kobayashi et al., 1987; Miklossy et al., 2005; Wszolek et al., 2006; Kimura et al., 2016). These findings suggest that, in the *Slc20a2*-HO mice, pericytes and astrocytes have functional defects due to intracellular calcification at an early stage, which then activates endocytosis or transcytosis of BBB-ECs (Alvarez et al., 2013; Keller et al., 2013; Villasenor et al., 2016; Jensen et al., 2018), accompanied by increased BBB permeability from the paracellular pathway.

*Slc20a2* deficiency disturbed brain Pi homeostasis, forming a high-Pi microenvironment (Wallingford et al., 2017) and enhancing the sensitivity of arteriolar SMCs to induce calcification. Pi toxicity is also associated with cellular stress and neuroinflammation (Brown, 2020). *Pdgfb*^ret/ret^ and *Slc20a2*-HO mice exhibited persistent retinitis (Lindblom et al., 2003; Park et al., 2017) and ocular degeneration (Ren et al., 2021), suggesting high-Pi-induced neuroinflammation. XPR1 is the only known Pi exporter in humans, its LOF mutations cause brain calcification, suggesting the essential roles of intracellular Pi homeostasis for maintaining brain health (Legati et al., 2015). *CMPK2* biallelic LOF mutations were linked to neuron mitochondrial defects and the elevated intracellular Pi levels; *Cmpk2*-KO, as well as KI mice bearing patient-derived variants developed brain calcification (Zhao et al., 2022). LOF mutations in cell junctions impair brain ECs, disrupt their integrity, enhance BBB permeability (Saitou et al., 2000; Nitta et al., 2003; Argaw et al., 2009), and cause brain calcification only in humans (Mochida et al., 2010; O'Driscoll et al., 2010; Cen et al., 2020; Schottlaender et al., 2020). *Jam2*-HO mice developed widespread prominent vacuolation instead of brain calcification in the midbrain, cerebral, and cerebellar cortexes (Schottlaender et al., 2020), suggesting that LOF mutations in cell junctions alone are insufficient to cause brain calcification in mice.

Furthermore, there were no apparent impairments in pericyte coverage and BBB integrity in humans (Paucar et al., 2017) and mice (Wallingford et al., 2017; Jensen et al., 2018; Nahar et al., 2020) with *SLC20A2*-related PFBC, which is partially consistent with our results. PDGF-B and its receptor PDGF-Rβ, two more culprits for PFBC (Keller et al., 2013; Nicolas et al., 2013), are mainly and separately expressed in brain ECs and pericytes, and they play an essential role in regulating the functions of BBB-ECs. Only *Pdgfb*^ret/ret^ mice, in which the tissue distribution of PDGF-B is altered, probably due to the loss of a proteoglycan-binding motif, develop brain calcification (Keller et al., 2013; Vanlandewijck et al., 2015; Nikolakopoulou et al., 2017; Nahar et al., 2020). Inexplicably, the EC permeability was higher in the noncalcification-prone than in the calcification-prone brain areas; this region-specific heterogeneity in permeability was not associated with cell junction proteins or pericyte loss (Moura et al., 2017; Villasenor et al., 2017). *MYORG* encodes an endoplasmic reticulum-localized α-glucosidase that is specifically expressed in astrocytes, and its functional defects also cause brain calcification (Vanlandewijck et al., 2018; Yao et al., 2018; Meek et al., 2022). This evidence suggested that pericytes and astrocytes, or the differences in protein glycosylation in their supporting BBB-ECs, might affect the pathogenesis of brain calcification by regulating endocytosis or transcytosis functions (Keller et al., 2013; Villasenor et al., 2017).

FTY720 significantly alleviated autoinflammatory lesions in a *Pdgfb*^ret/ret^ experimental autoimmune encephalomyelitis model and improved the survival rate of the mice (Terry et al., 2016; Torok et al., 2021). In our experiment, FTY720 partially inhibited brain calcification in *Slc20a2*-HO mice, suggesting that CNS-infiltrating T-cells could promote the pathogenesis of brain calcification. Inhibition of the PI3K-AKT pathway can activate autophagy, relieving vascular calcification phenotype *in vitro* and *in vivo*. In CD73-deficient fibroblasts, the increased activation of AKT blocked autophagy and resulted in arterial calcification (Moorhead 3rd et al., 2020). Dexamethasone accelerated the extracellular matrix calcification through activation of AKT signaling and the inhibition of autophagy in osteoarthritis mouse model (Chen et al., 2021). In the db/db mice, 9-PAHSA (a novel endogenous fatty acid) treatment down-regulated Akt–mTOR and activates autophagy in diabetic myocardium, ameliorating carotid vascular calcification (Wang et al., 2021). FTY720 was also reported to play a critical regulatory role in the bone remodeling, particularly in the regulation of osteoclasts, which were closely related to vascular calcification (Ishii et al., 2009; Xiao et al., 2018).

We demonstrated that T-cells infiltrated the CNS of *Slc20a2*-HO mice and that this infiltration rate increased with age. T-cells are likely to enter the brain parenchyma through paracellular leakage. The high restriction of BBB-ECs is a significant barrier to medications intended to cross the BBB. Targeted delivery strategies that induce endocytosis or transcytosis-mediated transport have been extensively studied. Therefore, understanding the immune mechanisms of *Slc20a2*-PFBC can increase our knowledge of disease pathogenesis and guide targeted treatment.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/geo/, GSE218335

## Ethics statement

The animal study was reviewed and approved by the Ethics Committee of The Fourth Affiliated Hospital of Harbin Medical University.

## Author contributions

LS conceived and designed this study. YZ, YR, and YuZ collaboratively conducted all experiments and statistical analyses. YL, CX, ZP, and ZZ provided professional medical guidance, meanwhile, YJ and SQ provided valuable suggestion for interpreting pathophysiological and molecular results. YZ, YR, and LS prepared the original manuscript. YR, YZ, YuZ, and LS checked and revised the grammar, syntax, and logical errors. All authors contributed to the article and approved the submitted version.

## Funding

This study was funded by the National Key R&D Program of China (2020YFA0804000) and the Tou-Yan Innovation Team Program of Heilongjiang Province (2019-15).

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as potential conflicts of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: T-cell infiltration in the central nervous system and their association with brain calcification in Slc20a2-deficient mice
**Source:** Front Mol Neurosci. 2023 Jan 20;16:1073723. doi: 10.3389/fnmol.2023.1073723
**Supplement:** Supplementary file 1

# Supplementary Table 1 | Antibodies used in this study

| **Antibody (Clone, Species / Isotype)** | **Supplier** | **Cat. Num** | **Dilution** | **Application*** |
| --- | --- | --- | --- | --- |
| CD45 (30-F11), Rat / IgG2b | eBioscience | 14-0451-82 | 1:400 | IF (Frozen) |
| CD3, Rabbit / IgG | Abcam | ab5690 | 1:400/1:50 | IF (Frozen)/IM |
| CD4 (GK1.5), Rat / IgG2b | eBioscience | 14-0041-82 | 1:200 | IF (Frozen) |
| CD8a (53-6.7), Rat / IgG2a | eBioscience | 14-0081-82 | 1:200 | IF (Frozen) |
| CD31, Rabbit / IgG | Abcam | ab28364 | 1:100 | IF (Frozen) |
| CD31 (MEC 13.3), Rat / IgG2a | BD Biosciences | 550274 | 1:100 | IF (Frozen) |
| Immunoglobulin G, Mouse / IgG | Santa Cruz | sc-2025 | 1:100 | IF (Frozen) |
| Albumin, Rabbit / IgG | Proteintech | 16475-1-AP | 1:100 | IF (Frozen) |
| Fibronectin, Rabbit / IgG | Abcam | ab2413 | 1:100 | IF (Frozen) |
| AQP4, Rabbit / IgG | Abomone | AQP-004 | 1:100 | IF (Frozen) |
| CD140b (PDGFRB), Rat / IgG2a | eBioscience | 14-1402-82 | 1:50 | IF (Frozen) |
| CD16/32 (2.4G2), Rat / IgG2b | BD Biosciences | 553142 | 1:67 | FC Blocking |
| FITC-CD45 (30-F11), Rat / IgG2b | eBioscience | 11-0451-82 | 1:100 | FC |
| PerCP-Cy5.5-CD3e (145-2C11), Armenian hamster / IgG | eBioscience | 45-0031-82 | 1:100 | FC |
| PE-CD4 (GK1.5), Rat / IgG2b | eBioscience | 12-0041-82 | 1:300 | FC |
| APC-CD8a (53-6.7), Rat / IgG2a | eBioscience | 17-0081-82 | 1:100 | FC |
| FITC-Rat IgG2b (eB149/10H5) | eBioscience | 11-4031-82 | 1:100 | Isotype Control |
| PerCP-Cy5.5-Armenian hamster IgG (eBio299Arm) | eBioscience | 45-4888-80 | 1:100 | Isotype Control |
| PE-Rat IgG2b (eB149/10H5) | eBioscience | 12-4031-82 | 1:300 | Isotype Control |
| APC-Rat IgG2a (eBR2a) | eBioscience | 17-4321-81 | 1:100 | Isotype Control |
| VE-Cadherin, Goat / IgG | R&D Systems | AF1002 | 1:5000/1:100 | WB/IF (Frozen) |
| Occludin (OC-3F10), Mouse / IgG1 | Invitrogen | 33-1500 | 1:1000/1:100 | WB/IF (Frozen) |
| Claudin-5 (4C3C2), Mouse / IgG1 | Invitrogen | 35-2500 | 1:1000/1:100 | WB/IF (Frozen) |
| ZO-1 (ZO1-1A12), Mouse / IgG1 | Invitrogen | 33-9100 | 1:1000/1:100 | WB/IF (Frozen) |
| Phospho-Src Family (Tyr416), Rabbit / IgG | CST | 2101S | 1:1000 | WB |
| Src (36D10), Rabbit / IgG | CST | 2109S | 1:1000 | WB |
| t-Clathrin, Mouse / IgG1 | BD Bioscience | 610499 | 1:1000 | WB |
| Caveolin-1 (Py14), Mouse / IgG1 | BD Bioscience | 611338 | 1:2000 | WB |
| Caveolin-1 (D46G3), Rabbit / IgG | CST | 3267T | 1:1000 | WB/IF (Frozen) |
| Mfsd2a, Rabbit / IgG | Invitrogen | PA5-21049 | 1:1000 | WB |
| GAPDH (14C10), Rabbit / IgG | CST | 2118S | 1:4000 | WB |

***** IF = Immunofluorescence, IM = Immunoelectron Microscopy, FC = Flow Cytometry, WB = Western Blotting

# Supplementary material for: T-cell infiltration in the central nervous system and their association with brain calcification in Slc20a2-deficient mice
**Source:** Front Mol Neurosci. 2023 Jan 20;16:1073723. doi: 10.3389/fnmol.2023.1073723
**Supplement:** Supplementary file 2

**Supplementary Table 2 | Primers for Real-time Quantitative PCR**

| **Mouse Gene** | **Transcript ID** | **Primer Sequence (from 5’ to 3’)** | **Tm** | **Exon Spanning,**  **Amplicon Length** |
| --- | --- | --- | --- | --- |
| *Icam-1* | NM_010493.3 | FOR: GTGGCGGGAAAGTTCCTG | 60.0 | YES, 170 bp |
|  |  | REV: CGTCTGCAGGTCATCTTAGGAG |  |  |
| *Icam-2* | NM_010494.2 | FOR: ATCAACTGCAGCACCAACTG | 60.0 | YES, 215 bp |
|  |  | REV: ACTTGAGCTGGAGGCTGGTA |  |  |
| *Vcam-1* | NM_011693.3 | FOR: AGTTGGGGATTCGGTTGTTC | 60.0 | NO, 107 bp |
|  |  | REV: CATTCCTTACCACCCCATTG |  |  |
| *Sele* / *E-selectin* | NM_011345.2 | FOR: AGCTACCCATGGAACACGAC | 60.0 | YES, 199 bp |
|  |  | REV: ACGCAAGTTCTCCAGCTGTT |  |  |
| *Selp* / *P-selectin* | NM_011347.2 | FOR: GTCCACGGAGAGTTTGGTGT | 60.0 | YES, 241 bp |
|  |  | REV: AAGTGGTGTTCGGACCAAAG |  |  |
| *Hprt* | NM_000194.3 | FOR: CTTCCTCCTCAGACCGCTTT | 60.0 | YES, 146 bp |
|  |  | REV: TTTTCCAAATCCTCGGCATA |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

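Brain RNA of 10 Slc20a2-HO mice, 6 treated with FTY720 and 4 with placebo, was measured by RNA-seq. The count table holds whole-number counts per gene and mouse, deposited by the authors without normalization. The authors called bases with Casava, processed raw reads with their own Perl scripts and aligned paired-end reads to GRCm38 with Hisat2; the counting program, annotation release and strand setting are not named in the text. The deposited FPKM values were made by the authors from these counts, the gene length and 1 library total per mouse that is not the column total. Of the 54532 genes in the tables, 22046 are protein-coding, and 98.3% of those shared with GENCODE M21 have the same coordinates there. GC content was taken from the reference genome and annotation. All per-mouse columns were matched to a mouse by its name.

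Counts summed to between 14772745 and 18303981 per mouse, with a median of 16653895, and counting error is small beside the spread between mice except for genes with few counts; Trat1 had 4 to 25 counts per mouse. Genes were kept by filterByExpr, normalized by TMM and tested with edgeR 4.0.16 (quasi-likelihood, R 4.3.3), FTY720 against placebo, with no covariate. As in the paper, genes past an unadjusted p of 0.05 were counted among protein-coding genes, and Benjamini-Hochberg adjusted p-values are given beside that count. Single genes were also compared by a two-sided exact permutation test of mean log2 CPM (prior count 2) over the 210 splits of the mice into 6 and 4. Standard errors are the log2 fold change divided by the square root of the F statistic. Genes that overlap another on either strand are uncertain, since the strand setting is not stated.

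Gene lists were tested for over-representation by Fisher's exact test (two-sided, protein-coding genes tested as background) and for a shift by camera in limma 3.58.1 with a preset correlation of 0.01, with fry and an estimated correlation beside it. The 21 lists, written by hand before the data were examined but after the first 60 genes of Supplementary Table S3 had been read, were myelin, oligodendrocyte lineage, endothelial cell, mural cell, astrocyte, reactive astrocyte, microglia and macrophage, neuron, T cell, PI3K-AKT signaling, autophagy, endochondral ossification, cell junction, the adhesion molecules of Figure 2A, the junction and transcytosis proteins of Figures 2B and 3A, familial brain calcification genes, sphingosine-1-phosphate receptors, ribosomal RNA-like transcripts, sex-linked genes, blood and choroid plexus. The Reactome sets of fgsea 1.28.0 with 10 to 300 tested genes were tested by camera. A further 8 lists of brain region markers were written after the genes that differ most between the digits in the mice's names had been seen.

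The genes named were Slc20a2, the 10 protein-coding genes with the smallest p whose groups do not overlap, the first 10 genes of Supplementary Table S3, the genes the paper measures in other experiments, members of the fixed lists with an unadjusted p under 0.05, ribosomal RNA-like transcripts and sex-linked genes. CT010467.1, Gm23935 and the region markers were chosen after their values were seen.

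The alternatives were the Wald test of DESeq2 1.42.0, RLE and upper-quartile scaling, no filter on low counts, at least 10 counts in every mouse, limma-voom, limma on log2(FPKM + 0.1) and log2(FPKM + 1), all biotypes, each mouse left out, the digit in the mouse's name, the leading digit of its number or its sex as a covariate, 1 surrogate variable (sva 3.50.0), and trends on gene length, or on GC content and gene length, removed from each library. The pipeline was tested on simulated data in which 200 genes changed: edgeR recovered 171 of them with 6 false calls among 17422 genes, and DESeq2 174 with 22 false calls among 17665. Each changed gene moved by 1 on the log2 scale and lay above the median abundance. All genes shared a common dispersion, and no digit effect was simulated. The recovery therefore does not give the power for smaller changes or genes of low abundance. With a GC trend added to the simulated libraries there were 3124 false calls among 17447 genes, and 5 after its removal. The added trend rose from the first FTY720 library to the last placebo library, so it ran with treatment by design. Spearman's rho of log2 fold change with GC content was then -0.86, against -0.394 in the data. Of Supplementary Table S3, 1562 of its 18368 rows were used, for values of single genes, the number of its rows with p under 0.05 and its smallest adjusted p; no enrichment was run on it, and the paper's GO and KEGG term members were not used here.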

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

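On the differences between the digits, the tests of sex, of GC content and gene length and of other splits were set before their results were seen. So was the test of Lars2 with Gm26917. The tests on the endothelial list and on the transcripts CT010467.1 and Gm23935 were chosen after the result was seen. So were those on the brain region markers and on the gene lists without the genes read beforehand. Names of mice are given as in the data, and the digit is the one after the group letter.

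The digit in the mouse's name separated the libraries more than the treatment did. Between the 6 mice with the digit 3 and the 4 with the digit 1, with treatment as a covariate, 5010 of 17665 genes had an adjusted p under 0.05 (edgeR's quasi-likelihood test), 2462 higher and 2548 lower with the digit 3, which the paper does not report on. Of 100 splits of the 10 mice into 6 and 4, tested without a covariate, 2 gave as many protein-coding genes with an adjusted p under 0.05 as the split by digit, the split itself (3694) and one in which P3-612 and F1-624 changed places (4206). Removing trends on GC content and gene length left 2979 of the 5010 past the threshold, and adding the leading digit of the mouse's number, which follows sex, left 4179, so neither accounts for the difference as a whole. A hypothesis is that only the tissue of the mice with the digit 3 held cerebellum and hindbrain. The 24 cerebellum markers had a median log2 fold change of 1.95, all 24 higher with the digit 3 (exact permutation p of the list score 0.00476, adjusted over 8 lists 0.00635), and the 18 outside the 20 genes with the smallest p, which had been seen when the region lists were written, had one of 1.69, all 18 higher. Cbln3 was at 0.413 to 1.14 CPM with the digit 1 and 251 to 334 CPM with the digit 3, and the hindbrain gene Hoxb5 had 0 counts in the 4 mice with the digit 1, where 3 counts is the floor, and 43 to 99 in the others. Markers of cerebral cortex and hippocampus went the other way (median -0.50, 17 of 19 lower). These values are consistent with a dissection that differed between the digits, as a hypothesis found and tested on the same libraries; the paper took RNA from 1 of 2 equal parts of the brain and fixed the other, without saying how the brain was divided, and what the digit stands for is not stated. Within the digit 3 the region scores were lower with FTY720 in all 8 lists, on the log2 scale by -0.39 for hypothalamus, -0.21 for hindbrain, -0.18 for striatum, -0.12 for olfactory bulb, -0.11 for cortex and hippocampus, -0.0466 for midbrain, -0.0455 for cerebellum and -0.0274 for thalamus, differences that were not tested.

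Slc20a2 itself followed the digit, with a log2 fold change of 0.73 for the digit 3 over the digit 1 (standard error 0.15, adjusted p = 0.00463 from edgeR's quasi-likelihood test), higher in 6 of 6 mice than in any of the 4 others (exact permutation p = 0.00476, the smallest that 6 mice against 4 allow). A trend on GC content or gene length is argued against, since the lowest mouse with the digit 3 lay 0.42 above the highest with the digit 1 after both trends were removed. A difference in tissue cannot be told apart from a difference in the gene, because every mouse of a digit had the same tissue by the markers above. The overlap of Slc20a2 with Smim19 and Gm17491 leaves its counts uncertain as well.

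The 27 endothelial genes were higher with FTY720, with a median log2 fold change of 0.28 and 24 of 27 higher (camera adjusted p = 5.84e-11, limma), in a cell type the RNA-seq terms of the paper do not name. Of them 9 had an unadjusted p under 0.05, all higher, against 0.705 expected (odds ratio 19.1, adjusted p = 3.34e-07 from Fisher's exact test; 8.36 and 0.0242 without the genes read beforehand), and the list score had an exact permutation p of 0.0286, adjusted over 21 lists 0.120. The median was 0.33 with trends on GC content and gene length removed, 0.28 with the leading digit of the mouse's number as a covariate and 0.30 in the mice with the digit 3 alone, which argues against those trends, sex and the digit as its cause. Over the planned and added alternatives the adjusted p ranged from 1.87e-18 to 0.0780. Chance stays open: without the genes of Supplementary Table S3 read before the list was written (median 0.20 over 22 genes), 9 of 100 splits of the mice gave a camera p as small as the real one, against 4 of 100 with the list as written. A larger share of vessels would raise mural genes too. The endothelial minus mural score did not separate the groups (exact permutation p = 0.119 without those genes, 0.0714 with them) at 6 mice against 4, but that test ignores the digit. In the mice with the digit 3 its difference was 0.30 without those genes and 0.31 with them. Their endothelial scores were 0.0895 to 0.289 with FTY720 and -0.1956 to -0.0468 with placebo. Their mural scores overlapped (-0.1189 to 0.0204 and -0.1068 to 0.012). The mural list as a whole thus did not rise with the endothelial list in those mice. Rgs5 of the mural list did, at 66.3 to 98.8 CPM with FTY720 against 53.1 to 56.1 CPM with placebo. Pdgfrb, whose protein the paper uses to label pericytes, had a log2 fold change of 0.30 in them. A larger share of vessels is therefore not excluded, and 3 mice against 3 cannot give an exact p under 0.05.

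CT010467.1 (chromosome 17 from 39846353 to 39848827) is annotated as ribosomal RNA. Gm23935 is annotated as a miRNA of 57 bases, so treating it as ribosomal RNA-like is an assumption. The transcripts had log2 fold changes of -1.25 (standard error 0.32) and -1.37 (standard error 0.38), both with an adjusted p of 0.99992 (edgeR). Over the 10 mice both moved with Lars2, with Pearson's r of 0.952 and 0.965 (permutation p = 4e-05 and 2e-05, adjusted over 3 relations 6e-05 for both) and Spearman's rho of 0.964 and 0.952 (permutation p = 7e-05 and 0.00011). Without the 2 mice farthest from the median r was 0.897 and 0.926, and in the 6 mice with the digit 3 0.971 and 0.978. Lars2 (log2 fold change -1.04) moved with Gm26917, which overlaps the ribosomal RNA repeat, at r of 0.760 (permutation p = 0.0078) and rho of 0.733 (permutation p = 0.020), 0.567 without the 2 farthest mice and 0.928 in the 6 mice with the digit 3. Carry-over of ribosomal RNA into some libraries is a candidate explanation for all of these; no biological explanation was tested. In the 6 FTY720 mice alone r with Lars2 was 0.877 for CT010467.1, 0.91 for Gm23935 and 0.488 for Gm26917.

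In 4 of 78 groups of mice 1 mouse lay far from the others, where chance gives 3.9. The placebo mouse P3-612 had a choroid plexus score of -0.184 against 0.0484 to 0.0517 in the other 3, and the placebo mouse P3-907 had 24.9 CPM of Sema4c against 20.6 to 21.2. In the FTY720 mouse F3-908 Lars2 was at 417 CPM against 139.7 to 184 in the other 5 and Gm23935 at 709 CPM against 184 to 375. Lars2 and Gm23935 of this mouse thus lay nearer to placebo. No explanation of the choroid plexus score and of Sema4c was tested.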

How the results depend on the processing

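The test, its alternatives and the gene lists were set before the data were examined, apart from the alternatives named here as chosen after seeing the data, though the lists were written after the first 60 genes of Supplementary Table S3 had been read. No paired analysis was possible because the groups share 1 mouse number only, 612. The mice whose number begins with 6 are called males here, from their Xist and Y-linked counts.

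The count of protein-coding genes with an unadjusted p under 0.05 was 386, and 0 genes had an adjusted p under 0.05 in any of the fits. The count was 2083 with the digit as a covariate and 1974 with 1 surrogate variable, and of the alternatives chosen after seeing the data it was 1776 with the digit and the leading digit of the mouse's number, 1066 with the digit and GC content and gene length trends removed, 1172 in mice with the digit 3 and 962 in males (number beginning with 6). Of the 386 genes, 356 were also past the threshold with the digit as a covariate, 384 with the surrogate variable and 200 with both trends removed. Across the 10 fits that each left out 1 mouse it ran from 213 (without P3-612) to 862 (without P3-904), and was 214 without P3-907. DESeq2 gave 510, with 52.8% higher against 43.5%, and with both trends removed 54.7% were higher. The number of shifted Reactome sets, 4, became 52 with DESeq2, 36 with the digit, 12 with the number's leading digit or sex, 38 with the surrogate variable, 0 with the length trend removed, 2 with both trends removed, and, of the settings chosen later, 37 with both covariates, 31 with the digit and trends, 37 in mice with the digit 3 and 71 in males; leaving out 1 mouse gave from 1 (without F3-609) to 39 (without P3-904), with 37 without F1-622, 17 without F1-918, 10 without P3-907, 2 without F1-624 or P1-623 and 5 or 6 in the others.

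Of the 21 lists 7 were shifted, 1 with the estimated correlation, 2 under fry and 3 in males. The myelin shift of -0.19 and the endothelial shift of 0.28 were no longer under 0.05 with the estimated correlation (adjusted p = 0.0780 for both, limma), nor the endothelial shift under fry (adjusted p = 0.0744, limma); the myelin, oligodendrocyte and endothelial medians kept their direction in every alternative run. Over-represented lists numbered 6, and 2 with RLE normalization, the digit, the length trend removed, both covariates, the digit with trends, the digit 3 only and the lists without the genes read beforehand, 3 with upper-quartile scaling, at least 10 counts in every mouse and the surrogate variable, 0 in males and 2 to 7 with 1 mouse left out (2 without F3-908 or P3-904, 3 without F1-918, 7 without P1-623). Single named genes with an exact p under 0.05 fell to 0 in mice with the digit 3, where 3 against 3 cannot reach it.

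With 1 mouse left out the odds ratio of the myelin list, 16.6, ran from 8.76 (without P3-904) to 24.9 (without P3-907). The odds ratio of this list lost its adjusted p under 0.05 at 2.67 (digit), 3.21 (both covariates) and 5.14 (males). That of PI3K-AKT, 2.23, lost it at 1.89 (RLE), 2.09 (upper quartile), 1.88 (no filter), 1.98 (at least 10 counts), 1.38 and 1.35 (FPKM plus 0.1 and plus 1), 1.42 (digit), 2.01 (number's leading digit or sex), 1.29 (surrogate variable), 1.79 (length trend), 1.39 (both covariates), 1.31 (digit with trends), 1.23 (digit 3), 1.26 (males) and 1.92 (without the genes read beforehand), and ran from 1.02 without P3-612 to 2.48 without P1-623, the 1 of these 10 fits that kept an adjusted p under 0.05. The ossification list, 4.49, lost it at 4.45 (RLE), 2.41 (no filter), 3.68 (at least 10 counts), 1.25 (digit), 4.40 (number's leading digit or sex), 1.33 (surrogate variable), 3.38 (length trend), 1.73 (both trends, and males) and 3.58 (without the genes read beforehand), fell below 1 at 0.872 (both covariates), 0.571 (digit with trends) and 0.788 (digit 3), and ran from 2.12 (without F1-624) to 5.00 (without P1-623) with 1 mouse left out, under 0.05 only without P1-623 or F3-609. The cell junction list, 4.01, lost it at 3.97 (RLE), 4.06 (upper quartile), 1.83 (digit), 1.95 (surrogate variable), 3.02 (length trend), 2.21 (both covariates), 2.01 (digit with trends), 1.81 (digit 3) and 2.65 (males), was 0 without the genes read beforehand and ran from 2.55 (without P3-904) to 9.18 (without P3-907) with 1 mouse left out, losing the call without P3-904, F1-918 (3.38) or F3-908 (3.65). The autophagy odds ratio, 1.44 with no call, went below 1 at 0.858 (upper quartile), 0.883 (no filter) and 0.882 (both trends) and ran from 0.714 (without F1-624) to 1.60 (without P3-904) with 1 mouse left out, below 1 also without F1-918 (0.783) and F1-622 (0.981).

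Small shifts changed sign. With 1 mouse left out the cell junction median ran from -0.0114 to 0.0348, the ossification median from -0.0713 to 0.0051, and the log2 fold changes of Ocln from -0.0301 to 0.23, Src from -0.22 to 0.0048 and Cd4 from -0.25 to 0.16, each changing sign without P1-623 and the cell junction median also without F3-609, F3-612 or P3-612; that of Icam2 ran from -0.22 to 0.13, above 0 without P3-612, P3-907 or F1-622. Icam2 was 0.0492 with the length trend removed, 0.0699 with both trends and 0.17 with the digit and trends; Cldn5 was 0.0365 and 0.11 in the latter pair of settings, Vcam1 -0.0825 with the digit and trends, Aqp4 0.0050 with both covariates and 0.19 in males, Cd4 0.14 with the digit 3, and Slc20a2 0.0198 and Ptprc 0.0262 in males. Among other results 2024 kept direction and side of the threshold, 10 list shifts passed it (7 of autophagy and PI3K-AKT without a mouse left out, 1 of ossification with the length trend removed and 2 with 1 mouse left out) and 1, the oligodendrocyte shift in males, lost it. The cause was not tested for any of these changes. Removing samples leaves fewer mice, which limits those fits; Trat1, with 4 to 25 counts per mouse, is limited by depth.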

Differences from the paper's values

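The paper counts 259 genes higher in FTY720 with p under 0.05 among 482; edgeR's quasi-likelihood test gave 168 of 386. Values within 1.5-fold of the paper's came from DESeq2 (269), RLE normalization (188), no low-count filter (218), log2(FPKM + 0.1) (186), log2(FPKM + 1) (182), all biotypes (184), the length trend removed (234), both trends removed (203) and without F1-622 (201), F1-918 (232) or F3-908 (178). The value stayed further off with upper-quartile scaling, at least 10 counts in every mouse, limma-voom, the digit, the number's leading digit or sex as a covariate, 1 surrogate variable and without any of the other 7 mice.

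In the copy of Supplementary Table S3, 510 rows have the paper's p under 0.05, 269 of them higher, against 168 here. The same alternatives came within 1.5-fold of it, DESeq2 giving 269 and 510, apart from leaving out F3-908 (178). The deposited counts under DESeq2's defaults gave the paper's log2 fold change in all 1562 rows to within 9.94e-06. They also gave the paper's p-values there, with a largest relative difference of 1.34e-05. The difference between 269 and 168 genes therefore comes from the use of edgeR with its settings here, and not from the counts. The paper's text gives 482 genes with p under 0.05, and the step from 510 to 482 is not stated.

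The smallest adjusted p in the paper's table is 0.624, against 0.9999 here. It was 0.680 under DESeq2, 0.843 with no low-count filter, 0.426 without F3-908 and 0.776 without P3-904, which lie within 1.5-fold of it; the other alternatives set before the data were examined did not come as near. Of the alternatives chosen after seeing the data, the mice with the digit 3 (0.654), males (0.665) and both covariates (0.448) came within 1.5-fold of it.

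The paper has more genes higher than lower in FTY720; here 168 were higher and 218 lower, and more were higher under DESeq2 (269 and 241), with both trends removed (203 and 168) and without P3-612 (110 and 103). In the PI3K-AKT pathway the paper has more genes higher than lower, where the hand-written list had 6 higher and 9 lower; more were higher under DESeq2 (9 and 8), with the digit as a covariate (27 and 24), with 1 surrogate variable (24 and 21), with both trends removed (9 and 6), without P3-904 (15 and 9), without P3-907 (5 and 3) and in the alternatives chosen after seeing the data that used both covariates (23 and 20), the digit with trends (15 and 10), the digit 3 (14 and 12) or males (13 and 9). The paper lists the autophagy pathway as enriched; the hand-written list had an odds ratio of 1.44 (adjusted p = 0.609 from Fisher's exact test) and, under DESeq2, 7 genes with one of 1.98 (adjusted p = 0.208 from Fisher's exact test), and no alternative brought that adjusted p under 0.05. As a shift of the whole list it was called (camera, limma) under DESeq2 (median 0.0545, adjusted p = 0.00423), no low-count filter (0.0594, 0.00731), log2(FPKM + 1) (0.0452, 0.0431), the number's leading digit or sex (0.0493, 0.0478) and without F3-609 (0.0345, 0.0394), over a range of 0.00423 to 0.635 across the alternatives without a mouse left out.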

Other observations

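The splits of the mice for the number of genes, for Reactome sets and within the digits, the test of the trends on the number of genes and that of white matter with the lists as written were set before their results were seen; the tests of T cells and hindbrain, of the digit on the number of genes, of the digit and the trends on myelin, of the trends on Reactome sets and every test on lists without the genes read beforehand were chosen after the result was seen.

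Of 100 splits of the 10 mice into 6 and 4, 43 gave 386 or more protein-coding genes with an unadjusted p under 0.05, with a median of 262 genes; the split by the digit gave 5543. With the digit as a covariate 8 of 80 splits that kept the number of FTY720 mice within each digit gave 2083 genes or more, and in the mice with the digit 3 alone 2 of 10 gave 1172 or more, a design that cannot give a share under 0.1. Of the 386 genes 200 stayed past the threshold with trends on GC content and gene length removed and 186 did not; genes higher with FTY720 had a median GC content of 44.8% and a median length of 5484 bases, and genes lower 57.0% and 3324 bases, against 49.9% and 4408 among all protein-coding genes tested. The log2 fold change of all genes ran with GC content at Spearman's rho of -0.394 across genes, which are not independent replicates. With the digit as a covariate 356 of the 386 stayed past the threshold. The trends and the digit may each account for part of the list, but neither removed most of it.

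Of 100 splits, 85 gave 4 or more shifted Reactome sets, and with the length trend removed 0 of the 4 kept an adjusted p under 0.05, while the pair of respiratory sets kept it with both trends removed (adjusted p = 0.00205, limma). Gene length is a candidate explanation for the ion channel sets, whose genes had median lengths of 5999.5 and 6360 bases against 3928 among all genes tested.

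Myelin genes and those of the oligodendrocyte lineage (median -0.19, 13 of 19 lower, camera adjusted p = 0.000249, 0.0470 with the estimated correlation and 0.0271 under fry, limma; exact permutation p of the score 0.00476, adjusted over 21 lists 0.0500) were lower with FTY720. The myelin median was -0.18 with trends on GC content and gene length removed and -0.22 in mice with the digit 3, which argues against those trends and the digit as its whole cause. The oligodendrocyte lineage median moved to -0.0844 with both trends removed (camera adjusted p = 0.00260, limma; 1.63e-05 to 0.0708 over the alternatives without a mouse left out), so the trends may account for a large part of that shift, and it was -0.27 in mice with the digit 3. Less hindbrain in the FTY720 tissue cannot be told apart from a change in myelin genes: their median for the digit 3 over the digit 1 was -0.0156, but cerebellum and hindbrain change together between the digits, the hindbrain score within the digit 3 was lower with FTY720 by 0.21, and the myelin score of P1-623, the 1 placebo mouse whose library lacked hindbrain transcripts, was -0.0203 against 0.105 to 0.255 in the other 3. Other scores go against that explanation without excluding it: the myelin scores of the 3 FTY720 mice with the digit 3 (-0.1327 to -0.0294) and the 3 with the digit 1 (-0.1474 to -0.0417) overlap, and the oligodendrocyte score of P1-623 (0.0655) lay above those of all 6 FTY720 mice (-0.1201 to -0.0387). Without the genes read beforehand, 3 of 100 splits of the mice gave a camera p as small for myelin (2 of 100 with the list as written), 4 of 100 as many over-represented lists (1 as written) and 5 of 100 as many shifted lists (4 as written). A smaller share of white matter cannot be told apart from a change in oligodendrocytes. The endothelial minus astrocyte score was assumed to stay level under that share, which was not tested. It differed by 0.31 without the genes read beforehand (exact permutation p = 0.0429, adjusted over 3 comparisons 0.129) at 6 mice against 4. With the lists as written, which hold genes picked from this comparison, it differed by 0.36 (exact permutation p = 0.00952, adjusted 0.0286). This score combines the endothelial rise (median 0.28) and the astrocyte fall (median -0.11) given elsewhere, so it is not separate evidence. A response of oligodendrocytes to FTY720 is a hypothesis that stays open beside a smaller share of white matter.

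Trat1 was 2.75-fold higher with FTY720. More T cells would raise the T-cell receptor and CD3 genes by as much, but their summed CPM over 6 genes was 1.57 ± 0.531 (SD, n = 6) with FTY720 and 1.87 ± 1.14 (SD, n = 4) with placebo, a ratio of 0.838 (exact permutation p = 0.819; p = 0.0143 against a rise as large as that of Trat1). Trbc2 was left out after its counts were seen, because they follow the digit; with it the ratio was 0.907 (exact permutation p = 0.00476 against such a rise). The sums were 10 to 56 counts per mouse, and at this depth smaller rises could not be excluded. Of the genes the paper measures on T cells and vessels, Cd3e had 0 to 9 counts and Cd8a 0 to 11 counts per mouse, Sele 0 to 15 and Selp 0 to 6, all too few to test. Cd4 had a log2 fold change of -0.11, Ptprc of -0.19, Icam1 of 0.37, Icam2 of -0.0583, Vcam1 of 0.14, Ocln of 0.13, Cldn5 of -0.19, Tjp1 of 0.23, Cltc of 0.16, Src of -0.13, Aqp4 of -0.18, Pdgfrb of 0.0864, Cav1 of 0.23, Cdh5 of 0.37, Mfsd2a of 0.36 and Pecam1 of 0.43, all with an adjusted p of 0.99992 (edgeR).

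The other lists had these median log2 fold changes and camera adjusted p-values (limma). Astrocyte genes were at -0.11 (0.0262), reactive astrocyte genes at 0.20 (0.00591), the junction and transcytosis proteins at 0.19 (0.0262) and ribosomal RNA-like transcripts at -0.86 (0.00269), and none of the 4 held with the estimated correlation or under fry. Mural cell genes were at -0.0665 (0.816), microglia and macrophage genes at -0.0095 (0.660), neuron genes at -0.0245 (0.658), T cell genes at -0.0013 (0.208), the adhesion molecules of Figure 2A at 0.14 (0.133), familial brain calcification genes at 0.0811 (0.351), sphingosine-1-phosphate receptors at -0.0132 (0.202), sex-linked genes at 0.66 (0.351), blood at -0.10 (0.351) and choroid plexus at 0.0080 (0.658). Of the brain region lists between the digits 3 and 1, hindbrain had a median of 3.07 with genes at the floor set to their lower bound, midbrain 0.52, thalamus 0.0120, striatum -0.39, olfactory bulb -0.50 and hypothalamus -1.13.

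Differences in the effect of FTY720 between the sexes and between the digits were tested as interactions: 0 genes had an adjusted p under 0.05 for either interaction (edgeR), with 1133 for sex and 345 for the digit at an unadjusted p under 0.05 of 17665 tested.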
